A study of Mus musculus with 8 samples.

How the data were processed

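Gene expression was measured in epididymal white adipose tissue, the fat depot beside the epididymis, of 8 mice. Per the labels' protocols, libraries were made from total RNA by BRB-seq, a 3′-end method in which cDNA is primed with oligo-dT, cut and tagged with Tn5 transposase and then amplified, here by 10 cycles of PCR, and 51 bases of the insert read were obtained on an Illumina NovaSeq instrument. The labels assign 4 samples to the control genotype, in which both copies of the aromatase gene Cyp19a1 are flanked by loxP sites, and 4 to the knockout genotype, which carries the aP2-Cre transgene as well. A group carrying the transgene alone was not analysed here, so an effect of the transgene is not separated from that of the deletion.

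The deposited values are estimated counts per gene, which need not be whole, and the authors' table holds them without normalization. Of the 142154 values above 0, 59.6% were whole numbers. The quantification tool, its version, the genome build, the annotation and the use of molecular identifiers are not stated in the labels. The design had been written for raw counts; since the table turned out to hold estimated counts, these were rounded to whole numbers and tested with the same model. The table held 34866 genes under versioned Ensembl identifiers, of which 11654 were at 0 in every library. Identifiers were matched without their version to GENCODE release M21 of the GRCm38 assembly, in which 34652 were found, 93.6% of the table with the same version number. Coordinates are those of that annotation and were taken by identifier, because the authors' own build is not stated. By that annotation the table held 21850 protein-coding genes, 12300 pseudogenes and 19 long intergenic RNAs.

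The total per library ranged from 1538427 to 3053565 estimated counts. A gene with no counts in a library could have been present at up to 3 counts, which is 0.982 to 1.95 CPM (the count divided by the library total and scaled to a common total) depending on the library. That floor covers counting error only, since amplified reads are not independent molecules unless molecular identifiers were used. Replicates were compared in pairs within each group over genes with at least 20 counts in the pair; the chi-square statistic per degree of freedom was 4.48 to 9.4. A library deposited in duplicate would differ by no more than the sampling of its reads, so this check found no such pair; it does not show that the libraries come from separate animals. Each library was counted as 1 replicate because the labels list it as a separate sample.

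The genotypes were compared with edgeR 4.0.16 in R 4.3.3, by a robust quasi-likelihood F test with genotype as the only term, trimmed mean of M values (TMM) factors and the filterByExpr low-count filter, which left 12480 genes. P-values were adjusted by the Benjamini-Hochberg method and the threshold was an adjusted p of 0.05. CPM values were computed on the TMM-scaled library sizes. Library totals were used instead for the floor of 3 counts, the at-least folds, the summed CPM of genes sharing words, and Gm38431 alone. Single values compared between genotypes were tested with two-sided exact permutation tests in scipy 1.17.1, for which 4 libraries against 4 cannot give a p below 0.0286. Gene lists were tested with camera of limma 3.58.1 at an inter-gene correlation of 0.01 on log2 CPM with a prior count of 2, two-sided and adjusted over 18 lists with at least 3 tested genes. The lists covered phosphate handling, sex steroid signalling, adipocyte, lipogenesis, thermogenic, oxidative phosphorylation, macrophage, lymphocyte, endothelial, fibroblast and matrix, mesothelial, epididymis and male tract, blood, interferon response, stress and immediate early, proliferation, circadian clock and sex check genes; a skeletal muscle list had 2 genes past the low-count filter and was tested only without that filter.

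The genes named are Cyp19a1, the 6 higher and 6 lower genes with the smallest p among those past the threshold whose libraries did not overlap between the genotypes, and the genes of the phosphate list with an unadjusted p under 0.05. This rule, the gene lists, the tests and most alternatives were fixed before the data were examined. The alternatives were RLE and upper-quartile factors, no low-count filter, a filter on a total of 80 counts, DESeq2 1.42.0, limma-voom with quality weights, downsampling to the smallest library, the replicate number as a block, leaving out each library in turn, camera with an estimated correlation, and fry. Leaving out genes with an A run of 31 or more bases, and a model with the share of counts on such genes as a covariate, were added after the data had been seen.

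The tests were run first on simulated counts drawn from the means and sizes of these libraries. With 100 genes changed 2-fold and 100 changed 4-fold, the edgeR test on 12196 genes recovered 55% and 86% of them, and 7.1% of its calls were unchanged genes. A further list of genes, shifted by less than 2-fold, was counted as changed there. With no gene changed the edgeR test made 1 call. Genes were drawn independently of one another, so these rates do not allow for genes that vary together in real libraries. Words of 31 bases shared between transcripts, and the longest run of A in each gene's transcripts, were taken from the GENCODE transcript sequences.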

Results

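RNA was profiled in epididymal white adipose tissue of male mice of 2 genotypes: 4 controls with a floxed aromatase gene, and 4 knockouts that also carried aP2-Cre, a transgene that drives Cre recombinase from the promoter of the fatty-acid binding protein gene Fabp4. Aromatase, encoded by Cyp19a1, converts androgens into oestrogens. The stated purpose of the comparison was to find genes that lie downstream of Cyp19a1 in adipose tissue and take part in phosphorus metabolism. The control libraries held 3045488, 2417750, 2387036 and 1538427 estimated counts for replicates 1 to 4, and the knockout libraries 2237345, 2396259, 2460565 and 3053565. The Y-linked gene Ddx3y was detected in all 8 libraries, at 125.5 to 156.9 CPM.

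The totals did not differ between the genotypes (control 2347175 ± 618677 estimated counts, knockout 2536934 ± 356970, mean ± SD, n = 4 each, exact permutation p = 0.6). The share of counts on mitochondrially encoded genes was 11.3% ± 0.814 in the control and 9.32% ± 0.592 in the knockout libraries (SD, n = 4, exact permutation p = 0.0286, adjusted p = 0.0476 over 5 library measures). The 10 most abundant genes took 17.1% ± 1.32 and 14.7% ± 0.851 of the counts (SD, n = 4, exact permutation p = 0.0286, adjusted p = 0.0476). The number of genes above 0 was 17457 ± 331 in the control and 18082 ± 118 in the knockout libraries (SD, n = 4, exact permutation p = 0.0286, adjusted p = 0.0476). In these 3 measures the libraries of one genotype did not overlap those of the other, and 0.0286 is the smallest p the design allows.

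Cyp19a1 (chromosome 9, 54165937 to 54268110) was examined first, as a check of the labels. Its estimated counts were 2.003, 1, 5.017 and 1 in control replicates 1 to 4 and 0, 4, 2.08 and 1.592 in knockout replicates 1 to 4. This was 1.00 ± 0.837 CPM in the control and 0.761 ± 0.663 CPM in the knockout libraries (SD, n = 4), a difference that was not detectable at this depth (two-sided exact permutation p = 0.686, smallest possible p 0.0286). The low-count filter removed the gene. The deletion could therefore not be checked in these libraries, and without control replicate 3 the sign of the log2 fold change turned from -0.39 to 0.38.

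Of 12480 genes tested, 21 passed an adjusted p of 0.05 in edgeR's quasi-likelihood test, 15 higher and 6 lower in the knockout libraries, and 797 had an unadjusted p under 0.05. All 21 had no overlap between the 4 control and the 4 knockout libraries. Such separation was seen in 526 tested genes, or 4.2%, against 2.9% that chance gives. The count moved most when the low-count filter was left out, to 59 genes. It also depended on single libraries: it was 4 genes without control replicate 2 and 43 without control replicate 4, the smallest library.

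**Figure D1:**
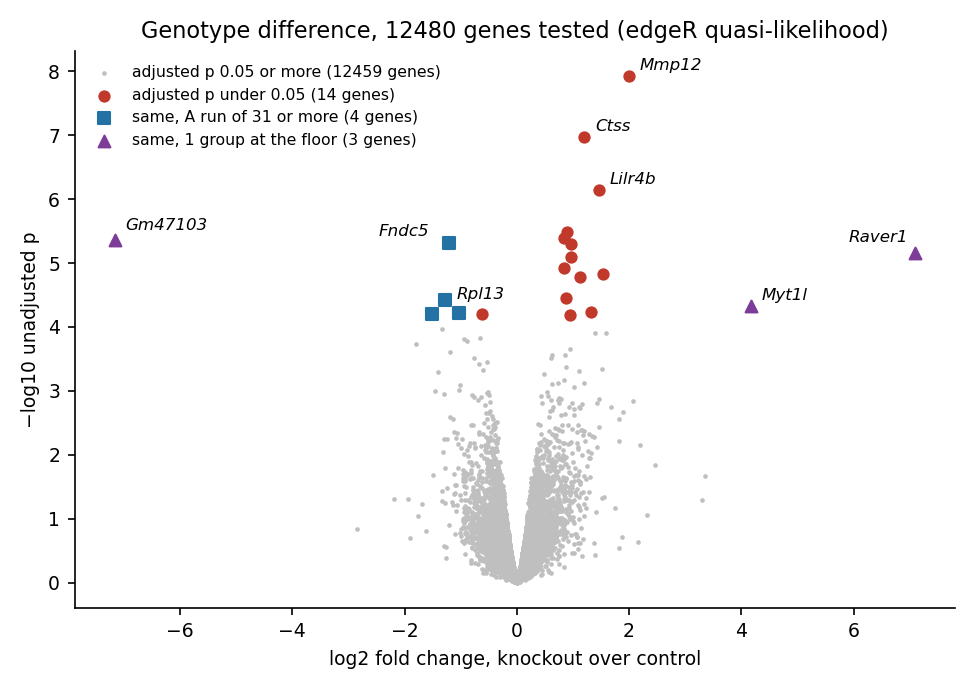
The log2 fold change of each tested gene, knockout over control, is plotted against −log10 of its unadjusted p; grey points are the 12459 genes that did not pass the threshold. The 21 genes that passed are drawn as red circles, as blue squares where a transcript holds a run of 31 or more A, and as purple triangles where all libraries of a group were at or under 3 counts, for which the fitted fold change is not a measured size.

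Among the genes higher in the knockout libraries, the smallest p belonged to Mmp12, a matrix metalloproteinase gene (chromosome 9, 7344381 to 7369499). Mmp12 was at 30.9 ± 5.03 CPM in the control and 124 ± 27.1 CPM in the knockout libraries (SD, n = 4), a log2 fold change of 2.0 with a standard error of 0.174 and an edgeR adjusted p of 0.000147. The cathepsin gene Ctss (chromosome 3, 95526786 to 95556403) rose from 67.6 ± 3.03 to 156 ± 22.8 CPM (SD, n = 4; log2 fold change 1.21, edgeR adjusted p = 0.000666). The receptor gene Lilr4b (chromosome 10, 51480632 to 51486703) rose from 17.8 ± 3.28 to 49.6 ± 6.63 CPM (SD, n = 4; log2 fold change 1.46, edgeR adjusted p = 0.00298). Lilr4b shares 2170 words of 31 bases with its neighbour Lilrb4a, which also passed with a log2 fold change of 1.33, so the division of reads between the pair is uncertain. The lysosomal lipase gene Lipa (chromosome 19, 34492318 to 34527474) rose from 78.2 ± 9.43 to 145 ± 12.9 CPM, the lysozyme gene Lyz2 (chromosome 10, 117277331 to 117282321) from 379 ± 23.4 to 682 ± 86.7 CPM, and the galectin gene Lgals3 (chromosome 14, 47367751 to 47386160) from 179 ± 35.5 to 350 ± 2.71 CPM (SD, n = 4). Their log2 fold changes were 0.89, 0.85 and 0.96, each with an edgeR adjusted p of 0.00776. Lyz2 shares 422 words of 31 bases with Lyz1. Mmp12 shares such words with 645 genes, at most 60 of its 7350 words with any of them. All 6 genes were higher in each knockout library than in any control library. The other 9 genes that passed upward, named here after their values were seen, were Raver1, Cybb, Gas7, Gpnmb, Cd68, Capg, Myt1l, Lilrb4a and C3ar1. Gpnmb shares words of 31 bases with 102 genes, at most 16 of its 6493 words with any of them. Shared words were counted over whole transcripts, whereas the method reads 3′ ends. The low counts for Mmp12 and Gpnmb therefore do not show how their reads were divided.

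The 6 genes that passed downward were Gm47103, Fndc5, Olfr729, Calb1, Rpl13 and Gm29013. Fndc5 (chromosome 4, 129136999 to 129144593) fell from 77.4 ± 17.7 to 33.8 ± 3.65 CPM (SD, n = 4; log2 fold change -1.20, edgeR adjusted p = 0.00776). The calbindin gene Calb1 (chromosome 4, 15881264 to 15908064) fell from 207 ± 56.5 to 102 ± 10.9 CPM (SD, n = 4; log2 fold change -1.03, edgeR adjusted p = 0.038). The olfactory receptor gene Olfr729 (chromosome 14, 50144731 to 50152910) fell from 54.2 ± 14.4 to 22.6 ± 5.26 CPM (SD, n = 4; log2 fold change -1.27, edgeR adjusted p = 0.0319), and the pseudogene Gm29013 (chromosome 1, 105244425 to 105244661) from 27.7 ± 10.3 to 9.76 ± 1.40 CPM (SD, n = 4; log2 fold change -1.52, edgeR adjusted p = 0.038). These 4 genes have annotated transcripts with runs of 31, 32, 41 and 35 A for Fndc5, Calb1, Olfr729 and Gm29013, and genes with such runs were lower as a class. The ribosomal protein gene Rpl13 (chromosome 8, 123102350 to 123105244) fell from 280.3 ± 22.3 to 182 ± 16.3 CPM (SD, n = 4; log2 fold change -0.62, edgeR adjusted p = 0.038). Rpl13 shares words of 31 bases with 17 other genes of the table, so the division of its reads among copies is uncertain. The processed pseudogene Gm47103 (chromosome 9, 105085920 to 105087030) had 13 to 24 counts in the control libraries and 0 in all 4 knockout libraries, at least 6.0-fold lower. Gm47103 shares 887 of its 1081 words with Gm48269 and is likewise uncertain. Of these 6 genes, Fndc5 alone passed the threshold in each of the 8 fits that left out 1 library.

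**Figure D2:**
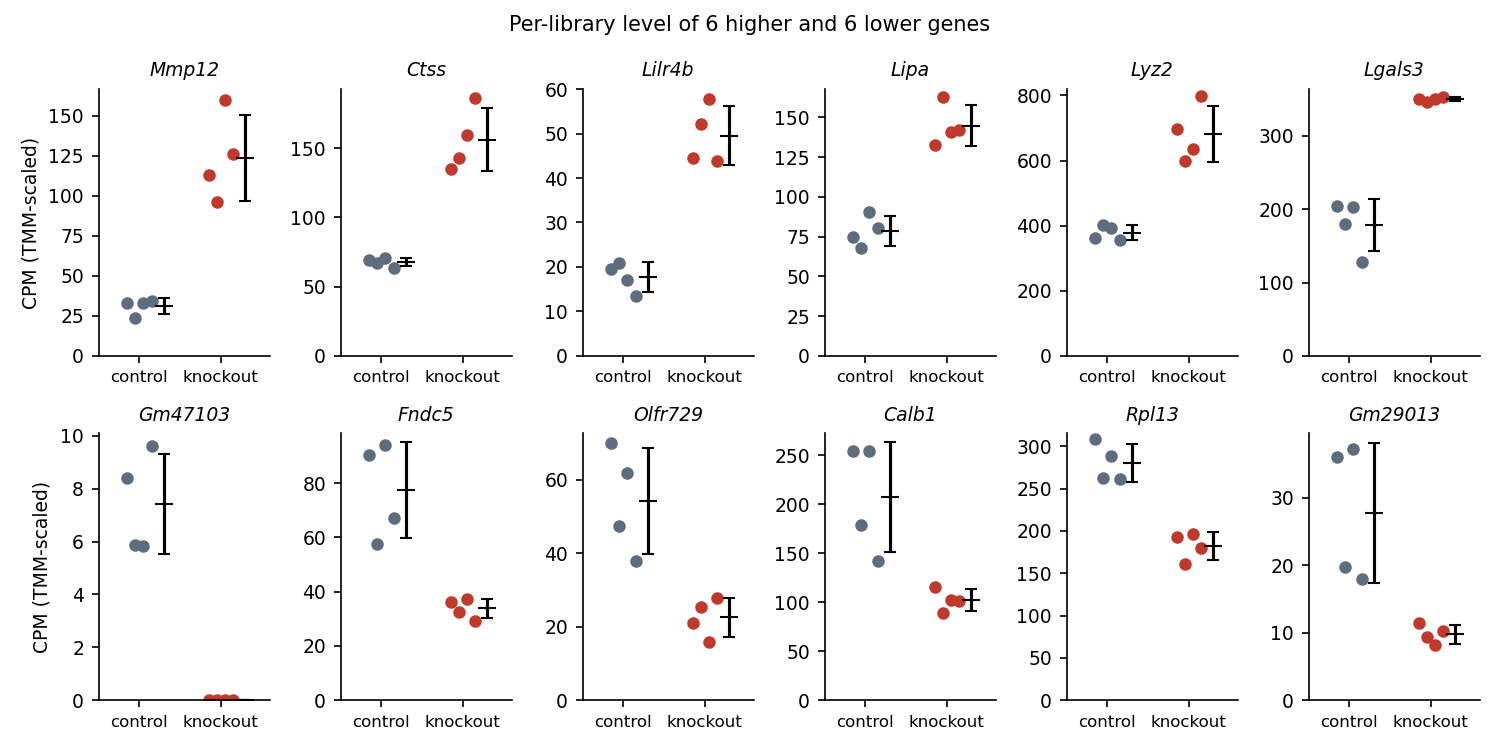
Each panel gives the TMM-scaled CPM of a gene in the 4 control (grey) and 4 knockout (red) libraries, with the mean and SD of each group as black bars, on an axis from 0. In all 12 panels the groups do not overlap; Gm47103 was at 0 in the 4 knockout libraries.

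Genes with a long run of A differed from the rest. Among the 56 tested genes with a run of 31 or more A in an annotated transcript, the median log2 fold change was -0.30, 83.9% were lower in the knockout libraries, and 23 were lower with an unadjusted p under 0.05. Among genes with a longest run of 25 to 30 the median was -0.02, and in the bins of shorter runs it lay between -0.01 and 0.04. The share of all counts on A-run genes was 0.825% ± 0.115 in the control and 0.65% ± 0.0257 in the knockout libraries (SD, n = 4, exact permutation p = 0.0571, adjusted p = 0.0714). Control replicate 4 was at 0.6641%, within the knockout range of 0.6136% to 0.673%. The other controls lay at 0.8231% to 0.9223%, so the difference in share rests on them.

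**Figure D3:**
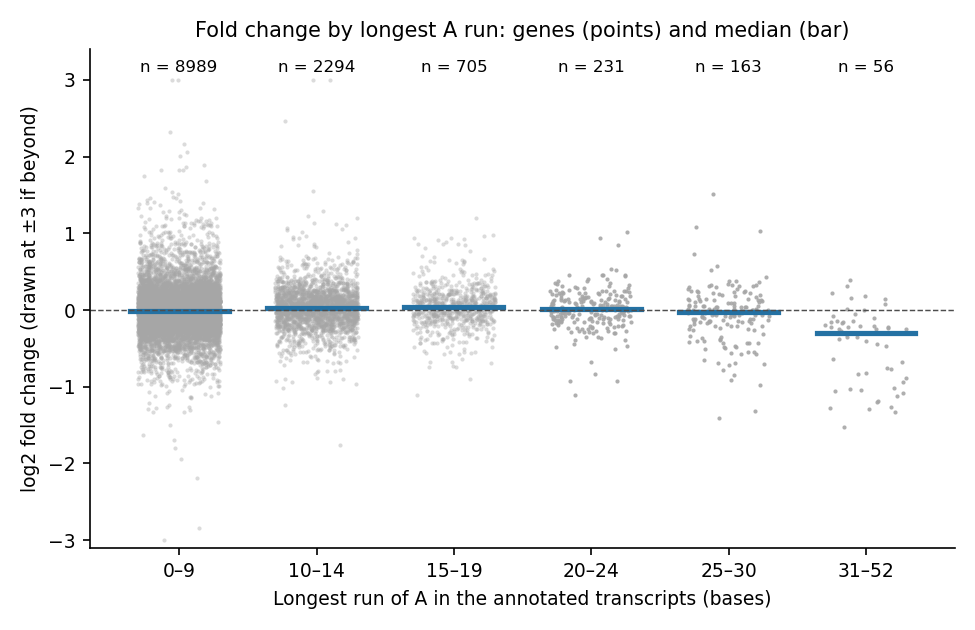
Log2 fold change, knockout over control, of the tested genes (points, drawn at ±3 where beyond) by the longest run of A in their annotated transcripts, with the median of each bin as a blue bar and the number of genes above it. The median lies near 0 up to runs of 30 and at -0.30 for runs of 31 to 52.

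No gene of the phosphate list passed. Of 58 genes listed, 55 were in the table and 38 were tested; 0 had an adjusted p under 0.05 over all genes and 0 when adjusted over the list alone, while 3 had an unadjusted p under 0.05 where chance gives 1.9. Sfrp4 rose from 3.73 ± 0.867 to 9.01 ± 4.59 CPM (SD, n = 4; log2 fold change 1.27, edgeR adjusted p = 0.52). Enpp1 rose from 5.00 ± 1.84 to 8.99 ± 0.73 CPM (SD, n = 4; log2 fold change 0.88, edgeR adjusted p = 0.689). Ppip5k1 went from 57 ± 8.79 to 41.8 ± 11.1 CPM (SD, n = 4; log2 fold change -0.45, edgeR adjusted p = 0.695), and its libraries overlapped between the genotypes. Adjusted over the list alone, each of the 3 had a p of 0.326. The median log2 fold change of the list was 0.02, with 19 of 38 genes higher (camera adjusted p = 0.805).

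Of the 18 gene lists, 7 passed an adjusted p of 0.05 in camera. The macrophage list had a median log2 fold change of 0.38 with 22 of 24 genes higher (camera adjusted p = 8.18e-15), and it was the only list that also passed in fry (adjusted p = 0.00739). With the correlation estimated from the data none of the 7 passed, the macrophage list included (adjusted p = 0.0549), and this alternative moved the number of lists most, from 7 to 0. The mean log2 CPM over the macrophage list was 5.33 ± 0.1 in the control and 5.88 ± 0.12 in the knockout libraries (SD, n = 4, exact permutation p = 0.0286, the smallest possible; adjusted p = 0.2571 over the 18 lists). The stress and immediate early list reached the same exact p and adjusted p, at 4.95 ± 0.14 against 5.2 ± 0.12 log2 CPM (SD, n = 4). The lipogenesis list had a median of -0.41 with 0 of 18 genes higher (camera adjusted p = 6.73e-08, fry adjusted p = 0.219); its mean was 8.13 ± 0.18 against 7.66 ± 0.33 log2 CPM (SD, n = 4, exact permutation p = 0.0571, adjusted p = 0.3429). The other 4 lists past the camera threshold had exact permutation p-values from 0.1143 to 0.2571 in this comparison of means. Of the other lists past the camera threshold, the median was -0.15 for oxidative phosphorylation (5 of 49 genes higher), -0.14 for adipocyte (6 of 28), 0.15 for fibroblast and matrix (22 of 27), 0.18 for stress and immediate early (18 of 25) and 0.35 for proliferation (12 of 18). Without knockout replicate 2, 4 lists passed.

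The remaining lists did not pass. Their medians were -0.05 for sex steroid signalling, -0.14 for thermogenic, -0.19 for lymphocyte, 0.03 for endothelial, -0.12 for mesothelial, -0.16 for epididymis and male tract, -0.27 for blood, 0.04 for interferon response, -0.10 for circadian clock and -0.03 for sex check genes.

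**Figure D4:**
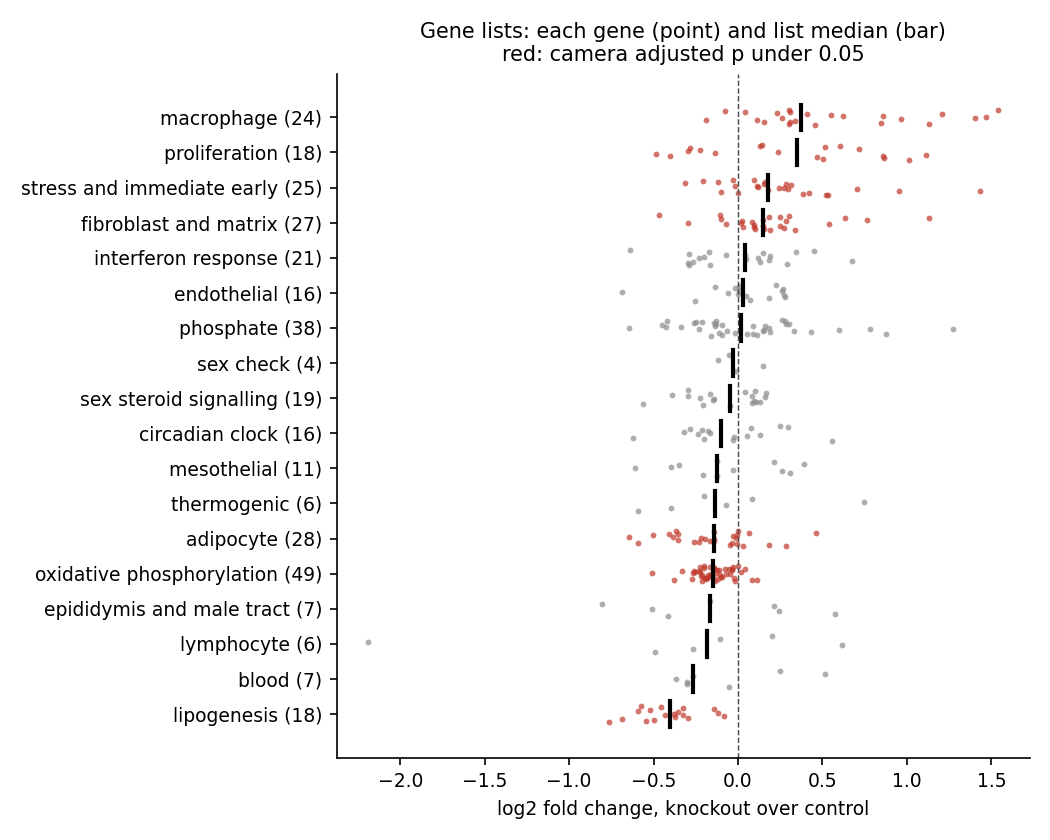
Log2 fold change, knockout over control, of each tested gene (points) of the 18 lists, with the list median as a black bar and the number of genes in parentheses; red lists passed an adjusted p of 0.05 in camera. The medians run from -0.41 for lipogenesis to 0.38 for macrophage genes, and of the 7 red lists only the macrophage list also passed in fry.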

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

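In groups of 4 libraries, a library was singled out where its gap to the nearest other library exceeded Dixon's critical value for the share of the group's range. Of 77 groups of values examined, 3 held such a library, where chance gives 3.9. The comparisons below were chosen after these values had been seen.

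The mean log2 CPM of the endothelial list was 5.775 in control replicate 4, against 6.468 to 6.611 in the other 3 control libraries. That library was also the smallest, at 1538427 estimated counts. Without it the median log2 fold change of the endothelial list went from 0.03 to -0.10, and the list passed in neither case. Mmp12 was at 23.43 CPM in control replicate 2, against 33.19 to 33.98 CPM in the other control libraries; all 4 knockout libraries lay at 96.02 CPM or more, and Mmp12 stayed past the threshold in each fit that left out a library, with log2 fold changes from 1.853 to 2.105. Cyp19a1 was at 2.243 CPM in control replicate 3, which is 5.017 estimated counts, against 0.418 to 0.699 CPM in the other control libraries. At these counts a library that differs by a few reads stands out, and the sign of the Cyp19a1 difference rests on it. No biological explanation was tested for any of the 3, and their number is no more than chance gives.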

How the results depend on the processing

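The counts of genes past the threshold depended on the method. RLE and upper-quartile factors gave the same counts as TMM, 21 genes with 15 higher and 6 lower. Without the low-count filter there were 59 genes (37 higher, 22 lower), and with DESeq2 53 (27 higher, 26 lower); both kept all 21. DESeq2 made 13.3% of its calls on unchanged genes in simulated data (12480 genes), against 7.1% for edgeR (12196 genes). Downsampling left 14 genes, 2 of them lower, with 13 shared. Leaving out A-run genes, chosen after seeing the data, left 2 lower genes among 17, since 4 of the 6 hold such runs. The A-run share as a covariate, also chosen after seeing the data, left 3 genes (3 higher, 0 lower) and 4 lists. That share was lower on average in the knockout libraries, so the covariate takes up part of the genotype term. Among the controls only replicate 4 had a share (0.6641%) within the knockout range of 0.6136% to 0.673%. The covariate fit therefore compares the genotypes largely through that library. Leaving out 1 library at a time gave 4 to 43 genes (3 to 18 higher, 1 to 25 lower), with 4 without control replicate 2 and 43 without control replicate 4. Of the 43, 20 were among the 21. For the other changes the cause was not tested.

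With the replicate number as a block, 6 genes passed (4 higher, 2 lower), 5 of them among the 21. Deviations of same-numbered libraries from their group means correlated at 0.25, -0.06, -0.01 and -0.24 for numbers 1 to 4, so the libraries share only a number.

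No phosphate gene passed under any of the settings run, in which 1 to 6 had an unadjusted p under 0.05. Cyp19a1, at -0.39, ranged from -1.068 to 0.38 when 1 library was left out and reversed without control replicate 3 (0.38) and without knockout replicate 1 (0.023); at 0 to 5 counts per library its sign rests on a few reads. Its value is a ratio of mean CPM, except without the filter and with DESeq2, where the gene was in the fit. Limma-voom, the total-count filter, the block and the added settings change only the fit, which did not hold the gene, and gave no value.

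The number of lists past the threshold went from 7 to 0 with an estimated correlation, to 1 with fry, and to 4 to 7 when 1 library was left out. Lists were tested with TMM and RLE factors, without a filter, with the block, with the A-run covariate and with 1 library left out, not under the other settings. In those fits the macrophage median lay between 0.311 and 0.652 and the lipogenesis median between -0.551 and -0.288. Without a filter 7 lists passed as well, but the fibroblast and matrix list dropped out and the skeletal muscle list, with 15 genes in place of 2, entered and passed (median 1.09, 14 of 15 higher, camera adjusted p = 0.0105); 5 of its genes averaged 3 counts or fewer per library. Without a filter the thermogenic (0.079), lymphocyte (0.181) and epididymis (0.219) medians reversed. With the A-run covariate the adipocyte (0.184), oxidative phosphorylation (0.021), blood (0.314) and sex check (0.022) medians reversed; the endothelial list, at 0.622, passed. When 1 library was left out, medians that changed sign ranged from -0.111 to 0.071 for phosphate, -0.054 to 0.019 for sex check, -0.724 to 0.169 for lymphocyte, -0.322 to 0.092 for mesothelial, -0.121 to 0.093 for interferon response, -0.192 to 0.003 for circadian clock, -0.336 to 0.087 for blood, -0.429 to 0.077 for thermogenic and -0.1 to 0.134 for endothelial genes. Of the lists that reversed under any setting, adipocyte and oxidative phosphorylation had passed the threshold with all libraries and no covariate. The cause of these reversals was not tested. Those with the A-run covariate come from a fit that rests largely on control replicate 4. Across named genes, 52 results fell below the threshold under an alternative with the direction kept, and none reversed. Mmp12 and Ctss passed under every setting run.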

Other observations

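The tests on the number of genes past the threshold across splits, on matched random lists, on new macrophage markers, on the neighbours of Myt1l, on splits for genes detected in one genotype and on chromosome 9 were written down before their results were seen; the other tests here were chosen after the result they concern.

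The 8 libraries were split into 4 and 4 in all 35 ways. The real split gave 21 genes past the threshold, and 1 of the 35 splits, the real one, gave as many; the next highest gave 15. The 7 gene lists past the camera threshold were less unusual, since 7 of the 35 splits gave 7 lists or more. The macrophage list had its smallest camera p in the real split alone (1 of 35), whereas 3 of the 35 splits gave a lipogenesis p as small, so the fall of the lipogenesis list was not set apart from other groupings. The count of 0 phosphate genes occurred in all 35 splits and tests nothing; 3 phosphate genes had an unadjusted p under 0.05.

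A rise of macrophage transcripts was examined against technical explanations. Among 10000 random lists matched on expression, GC content and transcript length, the highest median log2 fold change was 0.18, against 0.38 for the 24 macrophage genes. After downsampling all libraries to the same depth the median was 0.44, and with the A-run share in the model it was 0.652, although the endothelial median then rose as well, to 0.622. These values argue against GC content, length and depth as the whole cause. They do not decide on poly(A) reads. Among the controls only replicate 4 had an A-run share (0.6641%) within the knockout range of 0.6136% to 0.673%. The fit with that share therefore rests largely on this library. Blood left in the tissue would bring haemoglobin transcripts; the mean log2 CPM of the blood list differed by -0.16 (exact permutation p = 0.6571, n = 4), which is within its spread, so blood stays open. A lower share of adipocytes would raise the markers of all other cell types alike. The macrophage list rose beyond the endothelial list by 0.49 on the log2 scale (exact permutation p = 0.0857, n = 4), and beyond the mean of the endothelial, fibroblast, mesothelial and lymphocyte lists by 0.58 (exact permutation p = 0.0571, n = 4). Neither passed, and the second was chosen after the first. Taken one list at a time, the macrophage list rose beyond the fibroblast list by 0.38 (SD 0.12 in the control and 0.09 in the knockout differences, n = 4, exact permutation p = 0.0286), with no overlap between the genotypes, which argues against a lower share of adipocytes; adjusted over the 4 lists this p was 0.1143. The excess was 0.63 over the mesothelial list (exact permutation p = 0.0857, n = 4) and 0.8 over the lymphocyte list (exact permutation p = 0.2857, n = 4). A further test of the 4 lists at once, on the largest standardised difference, gave an exact permutation p of 0.0571. The explanation stays open. More macrophages and higher expression in each of them would raise the list alike, and no test here separates them. A candidate explanation is more macrophages, or macrophages in another state, in fat lacking aromatase or carrying the transgene; the design does not separate the last 2.

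Within the macrophage list, markers often linked to lipid-laden macrophages rose most, with log2 fold changes of 1.54 for Gpnmb, 1.47 for Itgax and 1.40 for Trem2. Those of Cd163 and Lyve1 were -0.19 and -0.08. Of the risers named, only Gpnmb passed the threshold, while Trem2 (edgeR adjusted p = 0.0657) and Itgax (edgeR adjusted p = 0.418) did not. These genes were singled out after their values were seen. To test whether the rise is unequal, 30 marker genes that had not been looked at were listed, 15 of each kind, of which 14 and 14 were tested in this tissue; none is in another list. The lipid-associated genes had a median log2 fold change of 0.27 with 12 of 14 higher (exact permutation p of their mean = 0.0286, n = 4), and the resident genes 0.19 with 8 of 14 higher (exact permutation p = 0.2571, n = 4). The difference itself was 0.19 on the log2 scale (exact permutation p = 0.0857, n = 4), so the new genes did not show an unequal rise beyond the spread between libraries.

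Of the 6 lower genes, 4 have transcripts with runs of 31 or more A. A candidate explanation is that reads running into poly(A) tails were counted to genes with such runs, and that control libraries held more of them. If so, A-run genes that did not pass should fall too: 43 of 52 were lower, and their mean log2 CPM relative to 1097 genes with runs of 15 to 30 differed between the genotypes by -0.40 (exact permutation p = 0.0286, n = 4, the smallest possible). The 52 belong to the 56 tested A-run genes, of which 83.9% were lower. Their fall therefore largely restates that result and is not a separate test. These genes should also vary together within a genotype. The mean correlation between their deviations from the group means was 0.188, against a highest value of 0.069 in 1000 random sets matched on expression. That some A-run genes varied with one another had been noticed before this test, so it is not independent evidence. Both values fit the explanation but were found in the same data, and neither is independent evidence for it. Why poly(A) reads would differ between the genotypes was not tested, and the fall of Fndc5, which encodes the precursor of irisin, may be technical.

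With at least 5 counts in every library of a genotype and 0 in every library of the other, 2 genes stood out: Raver1, at 0 in the controls and at least 5.1-fold higher in the knockout libraries, and Gm47103. Of the 35 splits, 2 gave as many such genes, so their number was not set apart from other groupings. Raver1 shares 3429 of its 3440 words of 31 bases with Gm38431. The summed CPM of the pair differed by 0.13 on the log2 scale (exact permutation p = 0.6, n = 4), while Gm38431 alone fell from 12.7 ± 1.63 to 7.12 ± 1.87 CPM (SD, n = 4, exact permutation p = 0.0286). Reads passing from one annotation to the other are therefore a candidate explanation for Raver1. For Gm47103 the sum over the 12 genes of its family, itself included, differed by 0.18 (exact permutation p = 0.1714, n = 4). At 1035 ± 166 and 1164 ± 70.1 CPM (SD, n = 4) that sum is far above the TMM-scaled 7.42 CPM of Gm47103, so it does not decide. Of 10 other tested members, 8 were higher, 1 of them with an unadjusted p under 0.05. That was the closest copy, Gm48269, at 43.1 ± 11.7 CPM in the control and 71.7 ± 13.5 CPM in the knockout libraries (SD, n = 4; log2 fold change 0.75, edgeR adjusted p = 0.266). Its direction goes with a shift between copies, but it did not pass the threshold, its libraries overlapped between the genotypes and its mean rose by more than Gm47103 lost, so a shift and a true loss cannot be told apart. Both genes lie on chromosome 9, as does Cyp19a1. If strain variants on that chromosome differed between the genotypes, more of its genes might differ; 5.5% of its 731 other tested genes had an unadjusted p under 0.05, against 6.4% elsewhere (Fisher's exact p = 0.3486), which shows no excess but leaves open a variant acting on 1 or 2 genes.

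Myt1l, a gene of the myelin transcription factor family, had at most 2 counts in each control library and 11 to 28 in the knockout libraries. If an inserted transgene or a local variant acted there, its neighbours might shift; 1 of 10 other tested genes within 1 Mb had an unadjusted p under 0.05 (Adi1, log2 fold change -0.51), in the direction opposite to Myt1l. With 10 neighbours this does not decide between a local variant, an insertion and a change in expression. Chance was not tested for this gene alone.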
